# The transcriptome of rat hippocampal subfields

**DOI:** 10.1016/j.ibneur.2022.09.009

**Published:** 2022-10-03

**Authors:** João P.D. Machado, Maria C.P. Athie, Alexandre H.B. Matos, Iscia Lopes-Cendes, André.S. Vieira

**Keywords:** Hippocampus, RNA-Seq, Transcriptomics, Laser-capture microdissection, Hippocampal subfields

## Abstract

The hippocampus comprises several neuronal populations such as CA1, CA2, CA3, and the dentate gyrus (DG), which present different neuronal origins, morphologies, and molecular mechanisms. Laser capture microdissection (LCM) allows selectively collecting samples from target regions and eliminating unwanted cells to obtain more specific results. LCM of hippocampus neuronal populations coupĺed with RNA-seq analysis has the potential to allow the exploration of the molecular machinery unique to each of these subfields. Previous RNA-seq investigation has already provided a molecular blueprint of the hippocampus, however, there is no RNA-seq data specific for each of the rat hippocampal regions. Serial tissue sections covering the hippocampus were produced from frozen brains of adult male Wistar rats, and the hippocampal subfields CA1, CA2, CA3, and DG were identified and isolated by LCM. We found evident segregation of the transcriptomic profile from different regions of the hippocampus and the expression of known, as well as novel, specific marker genes for each region. Gene ontology enrichment analysis of CA1 subfield indicates an enrichment of actin regulation and postsynaptic membrane AMPA receptors genes indispensable for long-term potentiation. CA2 and CA3 transcripts were found associated with the increased metabolic processes. DG expression was enriched for ribosome and spliceosome, both required for protein synthesis and maintenance of cell life. The present findings contribute to a deeper understanding of the differences in the molecular machinery expressed by the rat hippocampal neuronal populations, further exploring underlying mechanisms responsible for each subflied specific functions.

## 1 Introduction

The Hippocampus is one of the most studied structures of the nervous system. It is involved in diverse functions such as spatial navigation, processing of memories and emotional responses, and presents subregions or subfields arranged in a complex circuit (Witter et al., 2014). Each of these subfields, CA1, CA2, CA3, and the dentate gyrus (DG), have different neuronal origins, morphologies, and molecular mechanisms (Hayashi et al., 2015). CA1, CA2 and CA3 subfields are mainly composed of pyramidal cells, creating an output circuitry for the hippocampus. On the other hand, DG cells are the input sub-region, consisting mainly of granule cells (Hainmueller and Bartos 2020). All these cells are in constant communication with different types of inhibitory neurons, which control the excitatory waves produced on the hippocampus (Albrecht et al., 2020, Booker and Vida, 2019). Therefore, an accurate selection of cell populations would preserve regional characteristics, potentially helping to better understand differences in the hippocampal functionality.

Laser capture microdissection (LCM) has enabled an accurate microstructure isolation using a laser coupled to a microscope, which cuts accordingly to a trajectory predefined by the user (Espina et al., 2006). LCM technique allows selectively collecting samples from target regions and eliminating unwanted cells to obtain more specific results (Datta et al., 2015). The LCM process does not alter the integrity of a collected sample, thus it is an excellent method to collect cells or cell subfields preserving RNA integrity (Espina et al., 2006). The use of regional LCM to isolate CA1, CA2 and CA3 pyramidal layers, and DG granular layer would allow the exploration of the molecular machinery unique to each of these subfields. In conjunction with transcriptomic tools, it is possible to define expression characteristics of a given neuronal population and to obtain region-specific transcriptomes, essential for a deeper insight into hippocampus function.

Despite all hippocampal transcriptome investigations done so far, most have not explored the regional heterogeneities of this structure. Furthermore, gene expression features such as gene ontology and quantitative analysis of transcripts remain unclear and need further investigation. Studies separating the hippocampal subfields have been essentially performed by microarrays (Greene et al., 2009, Lein et al., 2004, Masser et al., 2014, Nakamura et al., 2011; Zhao et al., 2001). Previous RNA-seq investigation has already provided a molecular blueprint of the mouse hippocampus (Cembrowski et al., 2016, Farris et al., 2019) and rat hippocampus (Smith et al., 2020), however there is no RNA-seq data for the specific laser capture microdissection of the rat hippocampal subfields.

Here, we explore the gene expression heterogeneity of rat hippocampus by using LCM to isolate its different subfields (CA1, CA2, CA3, DG), and by tracing a profile of those regions transcriptome. We also provide insights into the transcriptional organization of specific enriched ontologies or pathways for each subfield and interpret possible functional characteristics associated with such expression patterns.

## 2 Methods

### 2.1 Animals and laser microdissection (LCM)

In this study, three month old male Wistar rats (n = 4) were housed in a ventilated environment (12 h/12 h light cycle) with ad libitum access to standard rodent chow and water. All procedures were executed according to the ethical standards for animal experimentation at the University of Campinas-UNICAMP (Brazilian federal law 11.794 (10/08/2008 - Animal Use Ethics Committee protocol 2903–1). The statistical calculation of sample size was carried out using the RNASeqPower package (https://bioconductor.org/packages/release/bioc/html/RNASeqPower.html) in R environment. Rats were anesthetized with isoflurane (2% isoflurane, 98% oxygen at 1 liter/min) and decapitated using a small animal guillotine. Then, brains were snap-frozen at − 55 °C and posteriorly processed in a cryostat (Leica Biosystems - Wetzlar, Germany) to obtain 40-µm serial sections covering the entire hippocampus. A total of 120 coronal sections were produced covering the entire hippocampus based on Paxinos Rat Brain Atlas 7th edition coordinates (Bregman −1.72 mm AP to −6.72 mm AP) and all 120 sections were used for hippocampus LCM. For tissue section processing (Fig. S1), the LCM system manufacturer guidelines for RNA handling (Carl Zeis PALM protocols - RNA handling document) were used, briefly, these were immediately collected in PEN membrane-covered slides (Life Technologies®, Thermo Fisher Scientific - Waltham, USA) and stained with Cresyl Violet, dehydrated with an ethanol series and stored at − 80 °C.

For laser microdissection, the hippocampal subfields were identified according to Paxinos Rat Brain Atlas 7th edition (Paxinos & Watson, 2013) and delimited with a Palm (Zeiss® - Jena, Germany) system. We followed the hippocampal microdissection methods outlined by Vieira et al. (2016), concerning the hippocampal subfields. Finally, tissue was mechanically collected in separate microcentrifuge tubes using a surgical microscope and micro-forceps. We collected the granular subfield of the DG and the pyramidal subfields of CA1, CA2 and CA3. The CA2 subfield was distinguished by pyramidal cells similarity to those in CA3 than CA1 but with more compact grouping of neurons than CA3.

### 2.2 Library preparation and Next-generation sequencing

Samples RNA was extracted with TRIzol (Thermo Fisher Scientific - USA) using the manufacturer instructions. Recovered RNA from all samples presented an average integrity quality number (RIN) of 7 as verified by 2100 Bioanalyzer Instrument using Agilent RNA 6000 Pico kit (Agilent, CA, USA). Then, cDNA libraries were reverse-transcribed from 200 ng of extracted RNA using TruSeq Stranded Total RNA LT (Illumina®, CA, USA), according to the manufacturer instructions. Eight barcoded libraries were pooled per lane to be sequenced in a HiSeq® 2500 (Illumina®, CA, USA) in High Output mode, producing 100-bp paired-end sequences. A total of 253,341,913 100-bp paired-end reads were produced from all samples, averaging 15.7 million paired-end reads per sample. The average sequence alignment was 77,5% and read counts per gene were used to estimate gene expression and statistical analysis in DESEQ2. The datasets generated here were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), accession number GSE179101.

### 2.3 Data processing and differentially expressed genes (DEGs)

All sequenced reads were aligned using the StarAligner 2.6 program (https://github.com/alexdobin/STAR, RRID:SCR_004463) (Dobin et al., 2013) with the Rattus norvegicus genome 3.1 (Rnor6 Ensembl release 6.0 - https://www.ensembl.org/Rattus_norvegicus/Info/Index). Subsequently, DESeq2 package version 3.12 (http://bioconductor.org/packages/release/bioc/html/DESeq2.html, RRID:SCR_015687) (Love et al., 2014) was used to calculate differentially expressed genes (DEGs) between subfields and carry statistical analysis. DESeq2 uses the median of ratios method to normalize the raw counts represented by the number of reads previously aligning to each gene (Love et al., 2014). This method fixes the raw counts for library size and is compatible with large numbers of DEGS. Next, DEGs were submitted to enrichment analysis using clusterProfiler package (https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html, RRID:SCR_016884)) (Yu et al., 2012) and the functional profiles were classified into KEGG Pathways and GO Terms - Biological Processes (BP). Differential gene expression was considered significa when adjusted p-value< .05. For all enrichment analyses, terms and pathways were considered significantly different when p < .05 (after adjustment for multiple comparisons - Bonferroni Test).

### 2.4 Genome wide comparison to mouse data for cross-validation

In order to cross-validate our RNA-seq results, in the present study we explore mice orthologous genes from previous mice hippocampus RNAseq studies. Previous RNA-Seq data from rats and mice tissues already demonstrates a similarity cluster across species (Söllner et al., 2017). The majority of orthologous genes have high sequence conservation and high correlation coefficients (Söllner et al., 2017). We analyzed the Cembrowski et al., 2016 published mice dataset (GSE74985) to directly compare and examine the reproducibility of our rat hippocampal functional analysis and potential markers. Mouse data was downloaded for CA2, and for CA1, CA3 and DG, reads from dorsal and ventral areas were combined for each subregion. For example dorsal CA1 and ventral CA1 reads were combined for a total CA1 data. Reads were aligned using the StarAligner 2.6 program with the *Mus musculus* genome (GRCm38) and subjected to the same pipeline described above using DESeq2 and clusterProfiler. DEGs and functional analysis results were identified and compared to find similarities and divergences across species.

## 3 Results

### 3.1 Identification of DEGs and samples visualization

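Each hippocampal subfield was collected from 4 male Wistar rats, aged 3 months, by laser capture microdissection (LCM), in which a laser frees the chosen cell layer from a stained brain section. The pyramidal layers of CA1, CA2 and CA3 and the granular layer of DG gave 1 library each per rat, so that every subfield had 4 libraries, called replicates 1 to 4 after the rat. The authors prepared stranded libraries from total RNA, sequenced both ends of each fragment, aligned the reads to the rat genome Rnor6 with STAR and deposited the number of reads counted on each Ensembl gene, without normalization. The paper's text does not name the program that counted the reads or say whether the strand was used, so the counts of overlapping, antisense and near-identical genes are uncertain.

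In total, 123433026 reads were counted on genes, with a mean of 7.71 M (mega) per library. The paper's reported depth is 253341913 read pairs, with a mean of 15.7 M per sample, which is the number produced before alignment and counting, and the values given here use the counts on genes. The library totals ranged from 3216512 to 10332244 counts in CA1 (median 8725622.5), from 4467280 to 10228999 in CA2 (median 6182611.5), from 6587243 to 11933279 in CA3 (median 9914624) and from 4706523 to 9262214 in DG (median 6526508). A count of 3, the limit that a count of 0 allows, was worth between 0.260 and 0.931 CPM (counts scaled to a common library size) depending on the library. Such limits cover counting error only, since copies of one molecule made by PCR are not independent.

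The counts of every pair of libraries within a subfield were compared over genes by a chi-square test, in which a value near 1 per degree of freedom is what sampling noise alone gives. CA2 replicates 2 and 4 gave 0.999 over 11864 genes (chi-square test, p = 0.515) and differed by less than the sampling noise. DG replicates 2 and 4 gave 1.04 over 12602 genes (chi-square test, p = 0.00271), a small excess over the sampling noise. The other 22 pairs gave between 2.96 and 47.2. Each of these pairs was counted as 1 sample, with the mean of its libraries as 1 replicate, and means ± SD therefore have n = 4 in CA1 and CA3 and n = 3 in CA2 and DG.

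DEGs were called by edgeR's quasi-likelihood test in one fit to all 16 libraries, with TMM normalization for library size and without a term for the rat. The test covered the 17174 genes with more than 10 counts summed over the libraries, and p-values were adjusted by the Benjamini-Hochberg method over these genes. This fit takes the 4 libraries of CA2 and of DG as 4 samples. It was therefore repeated with the counts of each of these pairs summed, which left 14 libraries, a setting chosen after the pairs were seen. The files list genes by Ensembl identifier, and gene symbols were taken from the 288 identifiers that Supplementary Table 2 pairs with a name.

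**Figure D1:**
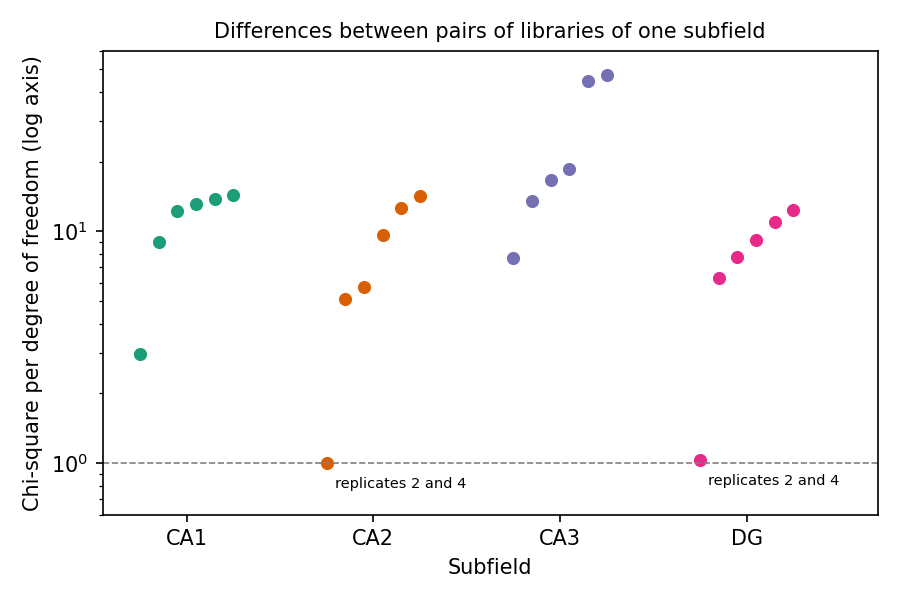
Chi-square per degree of freedom (vertical log axis) for each pair of libraries of one subfield (horizontal axis), 1 point per pair. The dashed line marks 1, and CA2 replicates 2 and 4 and DG replicates 2 and 4 lie on it at 0.999 and 1.04, whereas the other pairs lie at 2.96 or above.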

We ran six pairwise comparisons in DESEQ2 (low counts filter > 10), comparing all subfields between themselves, and obtained the following DEGs results (adjusted p < 0,05) 2863 (CA1vsCA2), 4318 (CA1vsCA3), 1847 (CA2vsCA3), 5361 (CA1vsDG), 4815 (CA2vsDG) and 7120(CA3vsDG). For a complete list of all DEGs refer to Supplementary Table 1. The quantities of DEGs are represented in Fig. (1A). 

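At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 2858 genes were DEGs in CA1vsCA2, 4552 in CA1vsCA3, 1737 in CA2vsCA3, 5656 in CA1vsDG, 6903 in CA2vsDG and 7508 in CA3vsDG. With the repeated CA2 and DG libraries summed, the numbers were 2458, 4253, 1313, 5043, 6077 and 6911 in the same order, of which 2434, 4248, 1310, 5012, 6063 and 6881 were also DEGs with 16 libraries. With the replicate number as a replicate block every number was higher, at 3850, 5713, 2615, 6624, 7784 and 8332, and the 2615 for CA2vsCA3, of which 1733 were also DEGs without the block, was the largest change in ratio in any setting. With all libraries thinned to equal depth, chosen like the summing after the data were seen, every number was lower, at 2250, 3451, 1273, 4744, 5961 and 6171, and that of CA3vsDG had the largest change in number of genes. The fit with the block counts both columns of each repeated pair, so 1 CA2 and 1 DG column may stand in the block of a rat they did not come from, and it was not run with the pairs summed. For CA2vsDG the paper gives 4815 DEGs, where the authors' deposited table holds 6643 genes with an adjusted p under 0.05 (DESeq2, Benjamini-Hochberg).

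The gene with the smallest p among those higher in CA1 than in DG is listed as ENSRNOG00000015306, and it held the same place in CA2vsDG and CA3vsDG. It reached 128 ± 3.05 CPM in CA1 (SD, n = 4), 118 ± 0.332 CPM in CA2 (SD, n = 3), 81.6 ± 9.68 CPM in CA3 (SD, n = 4) and 3.56 ± 0.848 CPM in DG (SD, n = 3). Its log2 fold change in CA1vsDG was 5.05 (standard error 0.14, adjusted p = 7.06e-18 from edgeR's quasi-likelihood test). Among the genes higher in DG, the smallest p belonged to Rgs10 (ENSRNOG00000042592) in CA1vsDG, with a log2 fold change of -4.27 (standard error 0.13). AABR07068161.1 (ENSRNOG00000053200) held that place in CA2vsDG, with a log2 fold change of -4.61 (standard error 0.15), and Cdh13 (ENSRNOG00000014371) in CA3vsDG, with a log2 fold change of -3.76 (standard error 0.12). Cdh13 had 327 ± 29.7 CPM in DG (SD, n = 3) and 23.8 ± 4.04 CPM in CA3 (SD, n = 4).

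**Figure D2:**
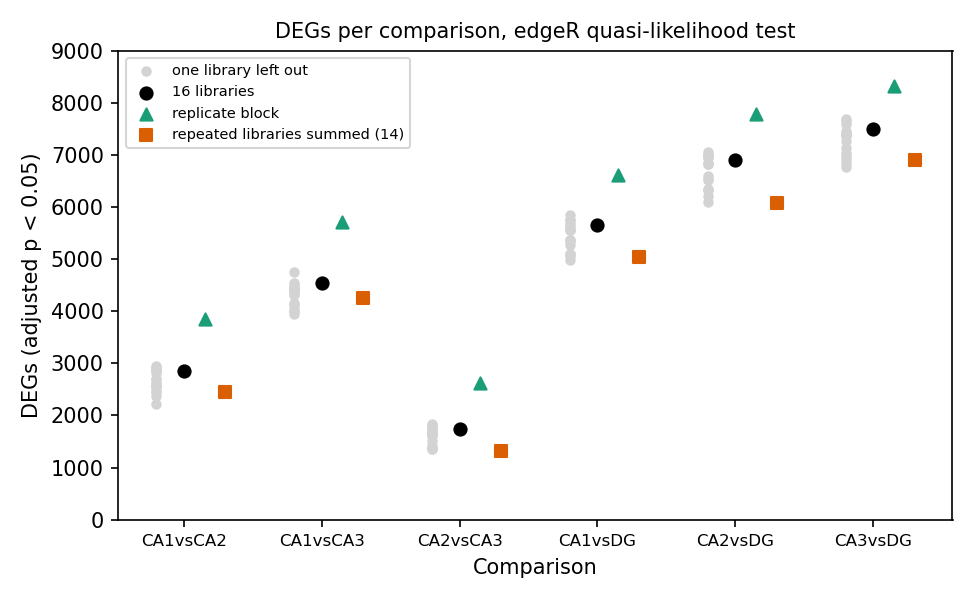
Number of DEGs (vertical axis) in the 6 comparisons of subfields (horizontal axis). Black circles give the fit to 16 libraries, grey circles the fits that each left out 1 library, triangles the fit with the replicate block and squares the fit with the repeated libraries summed. The black circles run from 1737 DEGs in CA2vsCA3 to 7508 in CA3vsDG.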

All uniquely and commonly DEGs are represented in the Venn diagram (Fig. 1B). 

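Of the DEGs of the pyramidal comparisons, 531 genes were shared by CA1vsCA2, CA1vsCA3 and CA2vsCA3. There were 456 DEGs only in CA1vsCA2, 1709 only in CA1vsCA3 and 185 only in CA2vsCA3. A further 1581 genes were shared by CA1vsCA2 and CA1vsCA3 alone, 731 by CA1vsCA3 and CA2vsCA3 alone and 290 by CA1vsCA2 and CA2vsCA3 alone. In the comparisons with DG, 817 genes were DEGs only in CA1vsDG, 734 only in CA2vsDG and 1503 only in CA3vsDG, while 1796 were shared by CA2vsDG and CA3vsDG alone, 630 by CA1vsDG and CA2vsDG alone and 466 by CA1vsDG and CA3vsDG alone. The overlap of the pyramidal comparisons moved most with the replicate number as a replicate block, to 863 genes, with the same limit from the repeated libraries. Comparisons that share libraries also share chance values, so unchanged groups were simulated 20 times with the spread and totals of these libraries. Those groups gave at most 2 DEGs in any one comparison and at most 1 gene shared by 3 comparisons. The simulated libraries were independent, so these values leave out the repeated pairs and any likeness between libraries of one rat.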

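A principal component analysis was run on the log2 CPM (prior count 2) of the 500 genes that varied most over the 16 libraries. PC1 held 65.5% of their variance and PC2 held 21.0%. On PC1 the DG libraries lay at 50.9 ± 1.47 (SD, n = 3), apart from CA3 at -10.5 ± 3.72 (SD, n = 4), CA2 at -19.8 ± 1.68 (SD, n = 3) and CA1 at -20.6 ± 0.948 (SD, n = 4). On PC2 the pyramidal subfields ran from CA1 at -22.4 ± 1.43 (SD, n = 4) through CA2 at 3.35 ± 4.82 (SD, n = 3) to CA3 at 23.6 ± 4.90 (SD, n = 4). CA1 and CA2 were not separated by their replicate spread on PC1, and were separated on PC2. Over both components, the nearest library was one of the same subfield for 16 of the 16 libraries, and for 14 of 14 with the repeated libraries summed. Without CA3 replicate 3 this held for 14 of the remaining 15 libraries, and in the other settings it held for every library.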

PCA displays an evident clustering of samples of the different regions of the hippocampus: CA1, CA2, CA3, and DG (Fig. 1C).

**Fig. 1:**
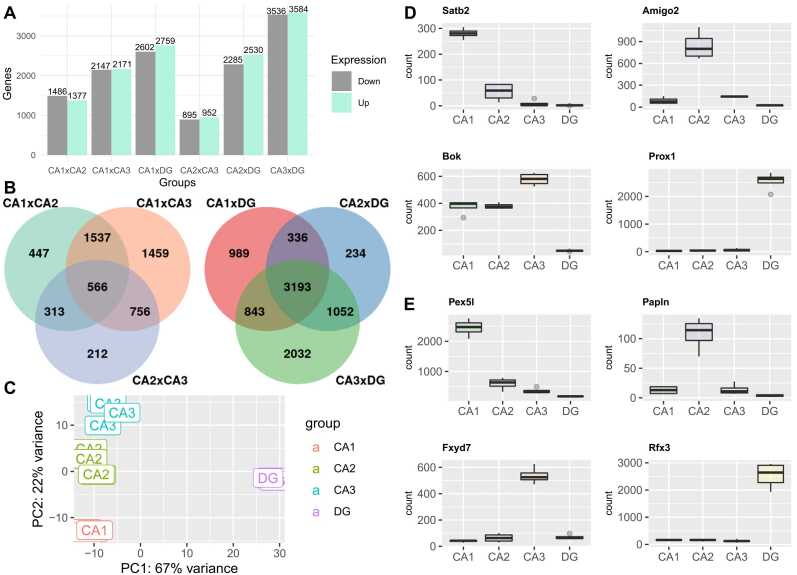
Intragroup and intergroup variability **(A)** Barplot of the transcriptomics data displaying the number of differentially expressed transcripts identified in each hippocampal subfield comparison. **(B)** Venn diagram representing common and unique differentially expressed genes in all comparisons. **(C)** PCA graphic for hippocampal gene expression data displaying an evident cluster of samples on the different regions of the hippocampus. **(D)** Plotcounts of distinct marker genes for each hippocampal subfield.

### 3.2 Molecular markers for hippocampal subfields

Known molecular markers such as ‘*Satb2*’, ‘*Amigo2*’, ‘*Bok*’ and ‘*Prox1*’, for subfields CA1, CA2, CA3, and DG respectively (Hamilton et al., 2017), presented unique expression for those subfields in our dataset (Fig. 1D). In addition, we evaluated potential new marker genes among the DEGs in the dataset unique to each subfield (Fig. 1E). 

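Amigo2 (ENSRNOG00000007032) reached 125 ± 28.9 CPM in CA2 (SD, n = 3), against 11.89 ± 6.74 CPM in CA1 (SD, n = 4), 20.2 ± 1.56 CPM in CA3 (SD, n = 4) and 3.15 ± 0.134 CPM in DG (SD, n = 3). Its smallest log2 fold change was that over CA3, at 2.54 (standard error 0.23, adjusted p = 2.40e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Prox1 (ENSRNOG00000003694) had 347 ± 57.5 CPM in DG (SD, n = 3), and its libraries in the pyramidal subfields had between 2.28 and 19.2 CPM, the highest being CA3 replicate 4. Bok was not analysed here, because Supplementary Table 2 pairs it with no identifier.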

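Papln (ENSRNOG00000009448) was higher in CA2, with 14.2 ± 4.08 CPM (SD, n = 3), than in CA1 with 1.76 ± 0.957 CPM (SD, n = 4), CA3 with 1.88 ± 1.29 CPM (SD, n = 4) and DG with 0.443 ± 0.307 CPM (SD, n = 3). The lowest of its log2 fold changes was 2.97, over CA1 (standard error 0.34, adjusted p = 7.07e-07 from edgeR's quasi-likelihood test). Fxyd7 (ENSRNOG00000021067) was higher in CA3, with 75.1 ± 9.02 CPM (SD, n = 4), than in CA1 with 5.33 ± 1.02 CPM (SD, n = 4), CA2 with 10.2 ± 4.65 CPM (SD, n = 3) and DG with 10.1 ± 2.96 CPM (SD, n = 3). Its log2 fold changes were 3.84 over CA1 (standard error 0.24), 3.01 over CA2 (standard error 0.23) and 2.97 over DG (standard error 0.22), the last with an adjusted p of 1.21e-10 from the same test. With each library left out in turn, the log2 fold change over DG stayed between 2.86 and 3.17.

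**Figure D3:**
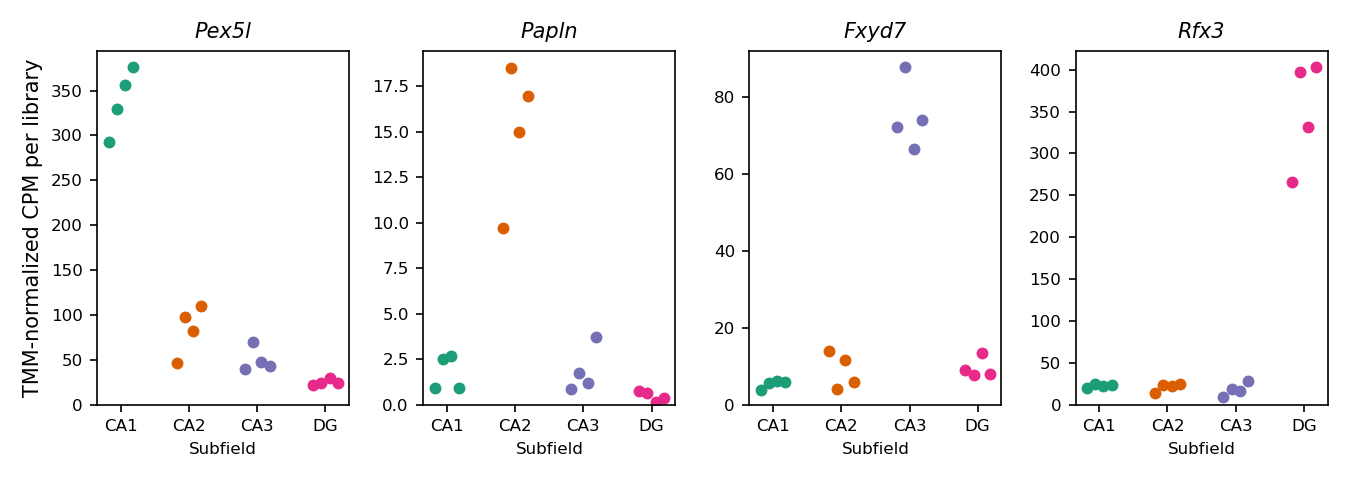
TMM-normalized CPM (vertical axis, each from 0) of Pex5l, Papln, Fxyd7 and Rfx3 in the 4 subfields (horizontal axis), 1 point per library and 4 libraries per subfield. Each gene is highest in a different subfield, and no library of another subfield reaches the lowest library of that one, which is 293 CPM for Pex5l in CA1, 9.72 CPM for Papln in CA2, 66.5 CPM for Fxyd7 in CA3 and 266 CPM for Rfx3 in DG.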

The large number of DEGs allows us to delimit 4 fold change or greater as differential expression cut-off and facilitates the observation of contrastant gene expression comparing a subfield against all others. 

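With a log2 fold change above 2 and an adjusted p under 0.05 against each of the other subfields in edgeR's quasi-likelihood test, 51 genes passed for CA1, 20 for CA2, 26 for CA3 and 258 for DG. With each of the 16 libraries left out in turn, the numbers ran from 35 to 61 for CA1, from 16 to 21 for CA2, from 23 to 29 for CA3 and from 250 to 267 for DG. The setting that moved them most was a stricter filter on low counts (filterByExpr), which left 29 genes for CA1, 12 for CA2, 13 for CA3 and 198 for DG. DESeq2 gave 32 for CA1 and 16 for CA3. Summing the repeated libraries gave 50, 19, 24 and 256 genes in the same order.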

For the whole set of potential marker genes, please refer to Supplementary Table 2.

### 3.3 Pyramidal to pyramidal subfiled comparisons

#### 3.3.1 CA1vsCA2

GO and KEGG analysis revealed a distribution of 111 significant (p.adjust < 0.05) BPs and 126 significant (p.adjust < 0.05) pathways for CA1vsCA2 considering all DEGs (See Supplementary Table 3 and 4). Splitting DEGs into log2FoldChange > 0 and log2FoldChange < 0 genes lists and using CA1 as reference evidenced other enriched terms. 

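The DEGs of CA1vsCA2 were 1334 genes with a log2 fold change above 0, more abundant in CA1, and 1524 with a log2 fold change below 0, more abundant in CA2. The share above 0 was 46.7%, and it ranged from 44.0% to 48.9% over the fits that each left out 1 library.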

The top list of enriched GO are demonstrated in Fig. 2A (more abundant in CA1) and Fig. 3A (more abundant in CA2). Fig. 4.

**Fig. 2:**
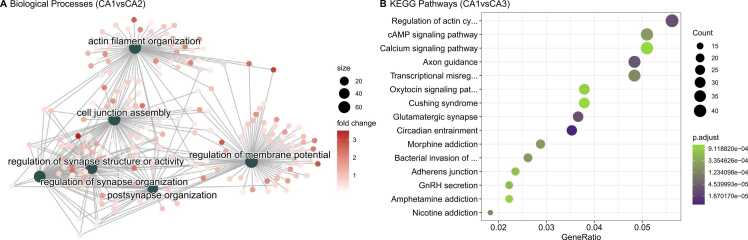
Top significant biological processes of CA1vsCA2 and KEGG pathway of CA1vsCA3 differentially expressed genes **(A)** A net plot of top enriched biological processes from GO analysis of abundant CA1 genes (CA1vsCA2). **(B)** A dot plot of top enriched KEGG pathways of abundant CA1 genes (CA1vsCA2). All enriched pathways and biological processes displayed reached adj.p-value< .05. For the whole set of enriched biological processes and pathways, please refer to Supplementary Table 3 and 4.

**Fig. 3:**
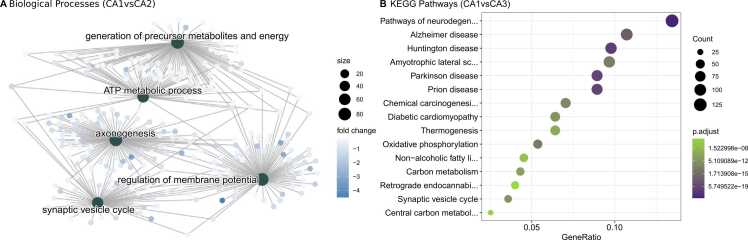
Top significant biological processes of CA1vsCA2 and KEGG pathway of CA1vsCA3 differentially expressed genes **(A)** A net plot of five enriched biological processes from GO analysis of abundant CA2 genes (CA1vsCA2). **(C)** A dot plot of top enriched KEGG pathways of abundant CA3 genes (CA1vsCA3). All enriched pathways and biological processes displayed reached adj.p-value< .05. For the whole set of enriched biological process and pathways, please refer to Supplementary Table 3 and 4.

**Fig. 4:**
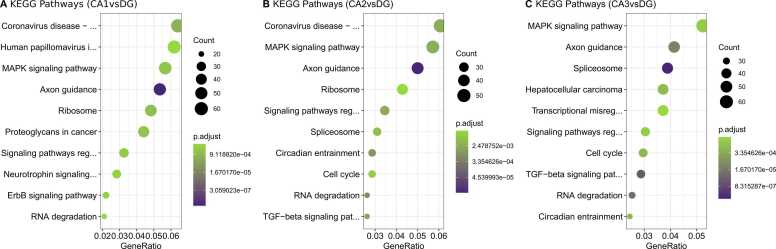
Top significant KEGG pathway of most abundant genes in DG **(A)** A dot plot of top enriched KEGG pathways of abundant DG genes (CA1vsDG). **(B)** A dot plot of top enriched KEGG pathways of abundant DG genes (CA2vsDG). **(C)** A dot plot of top enriched KEGG pathways of abundant DG genes (CA1vsDG). All enriched pathways and biological processes displayed reached adj.p-value< .05. For the whole set of enriched biological process and pathways, please refer to Supplementary Table 3 and 4.

#### 3.3.2 CA1vsCA3

We found 118 BPs and 145 pathways significantly enriched (p.adjust <0.05) for CA1vsCA3′s GO and KEGG analysis (See Supplementary Table 3 and 4). The top list of enriched pathways are demonstrated in Fig. 2B (more abundant in CA1) and Fig. 3B (more abundant in CA3).

#### 3.3.3 CA2vsCA3

A total of 110 BPs and 60 pathways significantly enriched (p.adjust <0.05) were found for CA2vsCA3′s GO and KEGG analysis (See Supplementary Table 3 and 4). We also did the analysis of solemnly log2FoldChange > 0 and solemnly log2FoldChange < 0 gene lists separately using CA2 as reference to obtain more specific terms about the differences between the subfields and to improve the search for terms.

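CA2vsCA3 gave 901 DEGs with a log2 fold change above 0, more abundant in CA2, and 836 with a log2 fold change below 0, more abundant in CA3. With the repeated libraries summed these numbers were 715 and 598.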

### 3.4 Granular to pyramidal subfield comparisons

GO analysis revealed the following distribution: 128 significantly enriched BP (p.adjust <0.05) for CA1vsDG; 133 significantly enriched BP (p.adjust <0.05) for CA2vsDG; and 102 significantly enriched BP (p.adjust <0.05) for CA3vsDG (See Supplementary Table 3). We also did the KEGG pathway analysis of the most abundant genes using DG as reference (Fig. 3A-C). For a complete list of KEGG pathways refer to Supplementary Tables 4.

### 3.5 Cross-validated functional analysis and potential marker genes

For genome wide comparison we analyzed the published mouse data (Cembrowski et al., 2016) and our rat data independently at the sample level by principal component analysis. The results from PCAs show a consistent clustering of the samples by subfield in both species (Fig. S2). 

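On the plane of PC1 and PC2 of the rat libraries, the mean position of DG lay 73.7 from that of CA1, 70.1 from that of CA2 and 66.8 from that of CA3. Among the pyramidal subfields these distances were 47.1 for CA1 and CA3, 24.5 for CA1 and CA2 and 23.3 for CA2 and CA3. These mean positions take each of the 4 libraries of a subfield separately, the repeated ones included. With the repeated libraries summed, CA1 and CA2 were 26.6 apart and CA2 and CA3 22.9. No DG library came closer than 60.1 to a pyramidal one. The closest libraries of different pyramidal subfields, CA2 replicate 1 and CA3 replicate 2, were 11.7 apart, and the most distant libraries of one subfield were 11.0 apart. That order was the reverse in 4 of 21 settings, those with all genes (18.0 and 25.4) and without CA3 replicate 1, 3 or 4. Without CA3 replicate 2, which held more counts of CA1 genes than the other CA3 libraries, the distances were 19.7 and 10.6. The mouse libraries were not analysed here.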

In both datasets granule neurons from DG are distant from CA's subfields, while pyramidal neurons are clearly segregated in CA1, CA2 and CA3 subfields.

For the downloaded mice dataset we obtained the following number of DEGs (adjusted p < 0,05) for the pairwise comparisons: 4861 (CA1vsCA2), 3470 (CA1vsCA3), 3833 (CA2vsCA3), 6954 (CA1vsDG), 8528 (CA2vsDG) and 7192 (CA3vsDG). Next, we found the following commons orthologous DEGs between rat and mice pairwise groups: 1316 (CA1vsCA2), 1452 (CA1vsCA3), 806 (CA2vsCA3), 2604 (CA1vsDG), 2740 (CA2vsDG) and 3282 (CA3vsDG). Furthermore, we identified the following number of common functional analysis results between rat and mice pairwise comparisons (KEGG pathways): 98 (CA1vsCA2), 92 (CA1vsCA3), 56 (CA2vsCA3), 115 (CA1vsDG), 109 (CA2vsDG) and 115 (CA3vsDG). For a complete list of all DEGs, common orthologous DEGs and common functional analysis terms refer to Supplementary Table 5, 6 and 7. Then, we plotted the top enriched KEGG terms of all mice subfield comparisons to cross-validated the common terms found in rat results (Fig. S3).

Additionally, we compared the orthologous potential marker genes between the datasets in the context of 4 fold change or greater as differential expression cut-off. We found a high number of exclusively and similar potential marker genes to both species for all subfields (Fig. S4). For the total comparison between rat and mice potential marker genes refer to Supplementary Table 7.

## 4 Discussion

In the present study we used the LCM technique coupled with RNA-seq to identify genes that are differentially expressed when comparing different subfields of the rat hippocampus. Transcriptomic studies of the brain using RNA-sequencing techniques such as single-cell and single-nucleus RNA-seq have the great advantage of extensively identifying cellular subpopulations expression patterns. However, such techniques may not properly characterize RNAs that are present outside the nucleus due to dendritic or cell body compartment loss during nucleus isolation (Lacar et al., 2016; Armand et al., 2021). Thus, LCM/RNA-seq may still be a favorable option for an accurate tissue collection that allows profiling the transcriptome of a morphologically identifiable neuronal population. Such approach has the advantage of including in the transcriptome analysis RNAs present in cellular compartments outside the cell nucleus, such as dendritic and periaxonal regions.

We aimed to separately analyze CA1, CA2, CA3 pyramidal layers, and DG granular layer to contrast the transcriptional profile of these neuronal populations. Previous studies have already described differences and similarities between pyramidal and granular cells (Cembrowski et al., 2016, Greene et al., 2009, Lein et al., 2004) but the present work is the first to employ the accuracy of LCM for micro-region delimitation associated with RNA-seq for pairwise comparison of the rat hippocampus subfields and to quantify the differences in expression levels. Results obtained in this study provides data that may allow a deeper understanding of the rat hippocampus based on biological processes terms and quantitative transcriptional differences.

We found that the comparison that has the largest number of DEGs is CA3vsDG (Fig. 1A). In addition, the PCA emphasizes the greatest variability between CA3 and DG in both PC1 and PC2 axes (Fig. 1B). 

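CA3vsDG held 3920 genes more abundant in CA3 and 3588 more abundant in DG, against 3669 and 3234 in CA2vsDG and 2958 and 2698 in CA1vsDG. CA3vsDG had the largest number of DEGs in 24 of 25 settings. The exception was the fit without CA3 replicate 3, in which CA3vsDG had 6969 DEGs and CA2vsDG 6976. Over the fits that each left out 1 library, CA3vsDG ranged from 6763 to 7696 DEGs and CA2vsDG from 6107 to 7055. With the repeated libraries summed, they had 6911 and 6077.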

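Along PC1 the mean positions of CA3 and DG, taken over all 4 libraries of each, were 61.1 apart, those of CA2 and DG 69.9 and those of CA1 and DG 71.2. Along PC2 CA3 and DG were 27.0 apart, CA1 and DG 19.1 and CA2 and DG 5.42, while CA1 and CA3 were 46.1 apart. CA1 and CA3 had the largest distance on PC2 in 21 of 21 settings. Over both components the distance between CA1 and DG was the largest in 20 of 21 settings. The exception was the analysis of all genes in place of the 500 most variable, in which CA3 and DG were 111.7 apart, CA2 and DG 111.4 and CA1 and DG 111.1.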

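Of the CA3vsDG DEGs, 3743 genes, or 49.9%, were also DEGs in CA2vsDG and in CA1vsDG. In 3641 of these, or 97.3%, the direction was the same in all 3 comparisons. With the repeated libraries summed, 3263 genes were shared. The authors' deposited tables share 3617 genes at an adjusted p under 0.05 (DESeq2, Benjamini-Hochberg). They share 3193 with CA2vsDG at 0.005, which is the paper's number. As the comparisons use the same DG libraries, their directions go together to some extent without any difference between subfields. Over all genes tested, 69.6% had the same direction in the 3 comparisons, against a median of 50.1% in the simulations of unchanged groups. The simulated libraries were independent, without the repeated pairs or a likeness between libraries of one rat. The median for this design may therefore differ from 50.1%.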

Interestingly, 3193 out of 7120 DEGs in CA3vsDG overlap in CA2vsDG and CA1vsDG comparisons (Fig. 1C), which shows how pyramidal and granule neurons have well-defined contrasting expression patterns. 

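CA1vsCA3 had 2237 DEGs more abundant in CA1 and 2315 more abundant in CA3, and it gave the largest number among the pyramidal comparisons in 25 of 25 settings. With each library left out in turn it ranged from 3946 to 4746 DEGs, above the highest number of CA1vsCA2 in such fits, which was 2948. The smallest p among the genes more abundant in CA1 belonged to the gene listed as ENSRNOG00000058003, with 249.9 ± 8.85 CPM in CA1 (SD, n = 4) and 17.04 ± 8.02 CPM in CA3 (SD, n = 4). Its log2 fold change was 3.86 (standard error 0.20, adjusted p = 9.34e-13 from edgeR's quasi-likelihood test). Among the genes more abundant in CA3 it belonged to ENSRNOG00000020455, with 159 ± 7.50 CPM in CA3 (SD, n = 4) and 15.5 ± 2.77 CPM in CA1 (SD, n = 4), a log2 fold change of -3.32 (standard error 0.13, adjusted p = 5.78e-14 from the same test).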

We also found that CA1vsCA3 has the largest number of genes differentially expressed in the pyramidal comparison. On the other hand, CA2vsCA3 shows 1847 DEGs, being more similar than any other comparisons, which is consistent with other CA2 transcriptomic data (Farris et al., 2019). These subfield gene variations were already expected due to the role of anatomical differences, connections, firing properties (Kesner and Rolls, 2015, Mizuseki et al., 2012), and distinctive gene profiles on the hippocampus that each subfield has (Cembrowski et al., 2016). 

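CA2vsCA3 had the smallest number of DEGs in 25 of 25 settings. It had 1313 DEGs with the repeated libraries summed, and between 1347 and 1828 when each library was left out in turn. At an unadjusted p under 0.05 it had 3624 genes, against 4799 in CA1vsCA2. The smallest p among the genes more abundant in CA3 than in CA2 again belonged to ENSRNOG00000020455, with 43.2 ± 5.94 CPM in CA2 (SD, n = 3) and a log2 fold change of -1.93 (standard error 0.12, adjusted p = 2.02e-10 from edgeR's quasi-likelihood test). From the number of DEGs, the paper reasons that CA2 and CA3 are the most similar of the subfields compared.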

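Over the 21 settings of the principal component analysis, the smallest distance between mean positions was that of CA2 and CA3 in 15 and that of CA1 and CA2 in the other 6. Each of the fits that left out a CA1 library, and those without CA2 replicate 1 or CA2 replicate 3, were among the 6. The order of CA2 between CA1 and CA3 in distance therefore changed with single libraries, whereas the order in number of DEGs did not.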

In summary, our data suggest that CA3 neuronal expression profiles are remarkably more distinct to CA1 and DG, however, CA3 shares more similarity to CA2.

In order to identify potential hippocampal cell population markers, we searched for genes with an expression four times higher (>4 fold change) when comparing a subfield to all others. 

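In 41 of the 51 CA1 marker genes, 16 of the 20 in CA2, 24 of the 26 in CA3 and 248 of the 258 in DG, each of the 4 libraries of the subfield was above each of the 12 other libraries. This order is found by chance in 0.0549% of genes if the 16 libraries are independent and the genes are not selected. Marker genes are selected for a difference, so these numbers are not a test of it. Many of these genes had few counts, and the median of their mean CPM in the marked subfield was 4.11 in CA1, 3.12 in CA2, 2.499 in CA3 and 7.47 in DG. These means take each of the 4 libraries of a subfield separately, the repeated ones included. At least 1 other subfield held no more than 3 counts in any library for 32 of the CA1 genes, 12 of the CA2 genes, 17 of the CA3 genes and 110 of the DG genes, and for these the fold is known only as a lower bound.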

Notably, although some of our identified marker genes were previously described as markers in the literature, many of the discovered marker genes were novel for the rat hippocampus (Fig. 4 D). In an example of potential marker genes, we have identified the gene *Pex5l* (peroxisomal biogenesis factor 5-like) for CA1, which is crucial to the establishment of a dendritic gradient of HCN1 channels and contributes to hyperpolarization in these neurons (Piskorowski et al., 2011). 

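Pex5l (ENSRNOG00000011211) reached 339 ± 36.0 CPM in CA1 (SD, n = 4), against 77.2 ± 29.0 CPM in CA2 (SD, n = 3), 50.1 ± 13.5 CPM in CA3 (SD, n = 4) and 24.999 ± 3.87 CPM in DG (SD, n = 3). The log2 fold change of CA1 was 2.02 over CA2 (standard error 0.19, adjusted p = 4.16e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.75 over CA3 (standard error 0.19) and 3.76 over DG (standard error 0.21). The value over CA2 lies close to the limit of 2 that defines a marker gene. With the repeated libraries summed it was 2.11 (adjusted p = 5.85e-07 from the same test). It ranged from 1.82 to 2.19 when each library was left out in turn. In 4 of these 16 fits it was below that limit, with 1.99 without CA1 replicate 3, 1.97 without CA1 replicate 4, 1.82 without CA2 replicate 1 and 1.998 without CA2 replicate 3.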

In another example, we also found *Rfx3* (regulatory factor X3) with higher expression in DG, which could directly regulate *Fgf1* (fibroblast growth factor 1) (Hsu et al., 2012) and contribute to DG neurogenesis (Ma et al., 2009). Therefore, our data indicates a great number of potential novel marker genes for each of the rat hippocampal subfields.

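Rfx3 (ENSRNOG00000014486) had 332 ± 67.2 CPM in DG (SD, n = 3), 22.4 ± 1.89 CPM in CA1 (SD, n = 4), 20.3 ± 5.17 CPM in CA2 (SD, n = 3) and 17.7 ± 7.93 CPM in CA3 (SD, n = 4). The log2 fold change of DG was 3.97 over CA1 (standard error 0.22, adjusted p = 5.80e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 4.04 over CA2 (standard error 0.22) and 4.32 over CA3 (standard error 0.22). The pyramidal subfields did not differ from one another by more than the spread between their replicates.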

We compared these genes against previously known markers from (Cembrowski et al., 2016) and found similarities and divergences between rat and mice hippocampus (see Supplementary Table 5). For instance, our dataset has not identificated *Maob* (monoamine oxidase B) and *Scgn* (secretagogin, EF-hand calcium binding protein) as a CA2 marker gene or *Fybcd1* (fibrinogen C domain containing 1) as CA1 marker gene but, like (Cembrowski et al., 2016), we have identificated *Wfs1* (wolframin ER transmembrane glycoprotein) and *Fgf2* (fibroblast growth factor 2) as potential markers for CA1 and CA2 respectively. 

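Wfs1 (ENSRNOG00000005108) reached 681 ± 80.1 CPM in CA1 (SD, n = 4), against 91.01 ± 39.3 CPM in CA2 (SD, n = 3) and 12.2 ± 2.38 CPM in DG (SD, n = 3). In CA3 the mean was 35.7 CPM, but CA3 replicate 2 alone had 107 CPM and the mean without it was 12.0 CPM. The log2 fold change of CA1 was 2.76 over CA2 (standard error 0.47, adjusted p = 0.000151 from edgeR's quasi-likelihood test) and 5.81 over DG (standard error 0.57). Over CA3 it was 4.20 (standard error 0.51), and 5.83 without CA3 replicate 2. Fgf2, Maob, Scgn and Fibcd1 were not analysed here, since Supplementary Table 2 gives no identifier for them.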

Intriguingly, recent studies have shown different protein expression patterns in the mouse and the rat hippocampus (Münster-Wandowski et al., 2017, Radic et al., 2017). Our dataset not only recapitulated some of such differences, but also revealed unidentified genes that may be directly correlated with the differences between rat and mouse hippocampus.

Next, we focused on the ontology analysis to characterize the profile of all DEGs in the pyramidal comparisons. For the discussion on ontology analysis we chose to discuss genes that are essential for the biological processes or biochemical pathways being considered and genes that are more thoroughly functionally characterized in the literature. Our analysis indicates that the majority of significant DEGs are enriched for ‘*ATP metabolic processes*’ and ‘*generation of precursor metabolites and energy*’ for CA2 and CA3 subfields when compared to all other regions. These findings are consistent with our cross-validated mice results (Figure S3) and other studies also point to more transcripts related to energetic processes, like glycolysis enzymes in the CA3 subfield (Datson et al., 2004, Greene et al., 2009). Our findings indicate that genes typically related to glycolysis, oxidative phosphorylation, gluconeogenesis, and lipid catabolic process are more abundant in CA2 and CA3 subfields.

We also found that CA2 and CA3 neurons have a higher level of expression of genes responsible for the regulation of oxidative stress such as *Atox1* (antioxidant 1 copper chaperone), *Sod1/Sod2* (superoxide dismutase 1 and 2), *Aldh1a1* (aldehyde dehydrogenase 1 family member A1), and all thioredoxin reductases. Our results were similar to those of Yin et al. (2017), which shows the greater reducing capability of CA3 than CA1 due to higher expression of thioredoxin reductases. We also hypothesized that the same may occur in the CA2 subfield since they share many similarities to the CA3 subfield. Interestingly, CA1 neurons are more sensitive than CA3 neurons to oxidative stress (Lana et al., 2020) and a low expression of oxidative stress regulators genes may be responsible for the lack of resistance of CA1 neurons to the damage caused by any inhibition of mitochondrial activity in these cells. In our study, CA1 pyramidal neurons have shown a lower expression of metabolism related genes when compared to other subfields. Furthermore, the analysis revealed that synaptic vesicle cycle genes, such as *Syp* (synaptophysin), *Vamp1* (vesicle-associated membrane protein), and *Syt11* (synaptotagmin 11) are more abundant in CA3 and CA2 and may correlate to intense energy metabolism and capability of greater synaptic vesicle release and/or recycling in these neurons (Pathak et al., 2015, Yuan et al., 2018). Similar results for CA3 mice data were found also enriched for synapse vesicle terms (Fig. S3). Here we report that CA2 and CA3 pyramidal neurons express more genes responsible for energetic processes, regulation of oxidative stress, and synaptic vesicle cycle.

Actin regulation is a crucial part of neural development for the growth of dendrites and axons. Our analysis indicates more transcripts related to ‘*synapse organization*’ and ‘*actin filament organization*’ in CA1. These results concur with mice CA1 data comparison (Fig. S3). We found actin cytoskeleton signal transducers *Rnd1* and *Rnd3* (Rho GTPases 1 and 3) more abundant in CA1, implicating in a possible higher regulation of neuronal morphogenesis in this subfield (Luo, 2000). In addition, we also found important genes involved in neurite formation like *Map2* (microtubule-associated protein 2), *Twf2* (twinfilin actin-binding protein 2), and *Tpm1* (tropomyosin 1) (Gray et al., 2017; Leif Dehmelt, 2005; Yamada et al., 2007). Furthermore, we found that the transcription factor *Srf* (serum response factor), a classical regulator of several cytoskeletal genes, has a higher expression CA1 when compared to other subfields. *Srf* is critical to induce a gene expression pattern involved in the maintenance of long-term potentiation (LTP), since CA1 pyramidal neurons missing *Srf* exhibit an attenuation of both the early and late phases of LTP (Ramanan et al., 2005). Moreover, we found in CA1 a higher expression of *Myosin Vb*, a protein that has been established as a functional connection to recycling endosomes (Hammer & Sellers, 2011). Interestingly, recycling endosomes contribute to the regulation of AMPA receptors to the plasma membrane (Park et al., 2004) and in the present dataset the CA1 subfield has a higher expression of all four AMPA subunits(*Gria1, Gria2, Gria3, Gria4*) than CA2, CA3, and DG. Spine enlargement dependent on actin increases AMPA-receptor exposure in the membrane, further modulating LTP (Matsuzaki et al., 2004). Thus, the CA1 subfield expression of more actin regulatory genes may be related to LTP regulation and AMPA receptors.

CA2 has remarkable characteristics that differ from other CA subfields, like the lack of LTP and reduced synaptic plasticity (Zhao et al., 2007). However, in our analysis, CA2 was also enriched for ‘*actin filament organization*’ and ‘*synapse organization*’ genes in the CA2vsCA3 comparisons. Therefore, the lack of synaptic plasticity in CA2 may not be explained by a lack of expression of genes associated with these functions. Compared to CA1 and CA3, CA2 neurons are known to be more resistant to trauma, seizure activity, and ischaemic insult, but the mechanisms responsible for such differences are not yet fully characterized (Dudek et al., 2016). Among the transcripts involved in cell survival and apoptosis, we identified that CA2 has a higher expression level of *Atp8a1* (ATPase phospholipid transporter 8A1), *Tp73* (tumor protein p73), *Nes* (Nestin), and *Cd74*. The lack of *Atp8a1* in hippocampal neurons is related to externalization of phosphatidylserine (Levano et al., 2012), which is associated with apoptosis (Fadok et al., 2000). Higher expression of *Atp8a1* in CA2 neurons may reduce phosphatidylserine externalization and subsequent programmed cell death, offering a mechanism of neuroprotection. Furthermore, one critical component of the development, maintenance, and survival of neurons is the *p73* pathway, which may also play a role in CA2, since it has a higher expression in this subfield. Deletion of *Tp73* isoforms results in hippocampal dysgenesis and an impaired organization of CA1 and CA3 subfields (Yang et al., 2000). In addition, our data also show a higher expression of calcium-regulating proteins in CA2, such as *Casr* (calcium-sensing receptor), *Trpc3* (transient receptor potential cation channel C3), *Cacng5* (calcium voltage-gated channel auxiliary subunit gamma 5), *Cacna2d3* (calcium voltage-gated channel auxiliary subunit alpha2delta 3), and *RGS14* (regulator of G protein signaling 14), a classical modulator of calcium signaling and LTP suppression in this hippocampal subfield (Evans et al., 2018, Lee et al., 2010). 

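Cacng5 (ENSRNOG00000003288) reached 53.3 ± 8.34 CPM in CA2 (SD, n = 3), against 5.81 ± 3.76 CPM in CA1 (SD, n = 4), 2.47 ± 0.960 CPM in CA3 (SD, n = 4) and 0.409 ± 0.2005 CPM in DG (SD, n = 3). In CA2 the log2 fold change was 3.04 over CA1 (standard error 0.27, adjusted p = 2.08e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 4.41 over CA3 (standard error 0.30) and 6.70 over DG (standard error 0.40). Casr (ENSRNOG00000002265) was much less abundant, with 4.02 ± 1.04 CPM in CA2 (SD, n = 3), or 12 to 42 counts per library. It had 0.622 ± 0.424 CPM in CA1 (SD, n = 4) and 0.348 ± 0.179 CPM in CA3 (SD, n = 4), with log2 fold changes of 2.47 (standard error 0.44, adjusted p = 0.000235 from the same test) and 3.32 (standard error 0.48). In DG no library held more than 2 counts of Casr, so that it was at least 6.80-fold higher in CA2. Cacna2d3 and Rgs14 were not analysed here.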

Similar findings are represented in other studies and support the idea that the lack of LTP is related to CA2 neurons expressing a large number of calcium-regulating proteins (Simons et al., 2009). Therefore, these transcripts may present neuroprotective effects and play a role in intracellular signaling in this cell population.

A higher expression of protein synthesis genes in DG granule cells is well-known and was described in other studies (Datson et al., 2004, Greene et al., 2009). In our data, enriched BP terms for DG most expressed genes were mostly related to the ‘*ribosome*’, ‘*RNA degradation*’, and ‘*spliceosome*’ and we found a large number of ribosomal proteins in DG, such as *Rpl3*, *Rpl4*, *Rpl5*, *Rpl7*, *Rps15*, *Rps16*, *Rps24* and *Rps28*. The analyzed mouse data confirmed enriched BP terms like ‘ribosome’ and ‘spliceosome’ for DG (Figure S3). A higher expression level in the DG of genes involved in ribosomal biogenesis may indicate a robust ribosomal apparatus supporting dendrites’ growth and maintenance (Slomnicki et al., 2016). The DG subfield is capable of neurogenesis throughout life (Ninkovic et al., 2007) and protein synthesis may play a role in proliferation/differentiation and contribute to neuronal turnover in this region. In addition, we confirm the higher expression of pluripotency and neurogenesis molecular biomarkers like *Prox1* (prospero homeobox 1), *FoxO3* (forkhead box O3), *Calb1* (calbindin 1), and *Gfap* (glial fibrillary acidic protein) (Zhang and Jiao, 2015). 

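Prox1 in DG had a log2 fold change of 6.59 over CA1 (standard error 0.37, adjusted p = 5.84e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5.74 over CA2 (standard error 0.35) and 5.30 over CA3 (standard error 0.33). The mean in CA3 was 9.29 CPM and fell to 6.00 CPM without CA3 replicate 4, and the log2 fold change over CA3 was then 5.83. FoxO3, Calb1 and Gfap were not analysed here.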

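Neurotrophin-3 is listed as Ntf3 (ENSRNOG00000019716) and had 41.1 ± 6.84 CPM in DG (SD, n = 3), against 10.3 ± 0.932 CPM in CA2 (SD, n = 3), 2.91 ± 0.973 CPM in CA1 (SD, n = 4) and 2.85 ± 0.0634 CPM in CA3 (SD, n = 4). The log2 fold change of DG was 3.85 over CA1 (standard error 0.19), 3.80 over CA3 (standard error 0.19) and 1.98 over CA2 (standard error 0.16, adjusted p = 6.91e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranged from 1.89 to 2.06 over CA2 when each library was left out in turn, and was 2.01 with the repeated libraries summed. CA2 was above CA1 and CA3 by more than the spread between replicates. Bdnf was not analysed here.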

We also found a higher expression of neurotrophins like *Bdnf* (brain-derived neurotrophic factor) and *Nt-3* (neurotrophin-3), essential molecular mediators to stimulation of protein synthesis and synaptic plasticity in the nervous system (Aakalu et al., 2001). Furthermore, our transcriptomic analysis shows an abundance of alternative splicing factors in DG. Alternative splicing is an important mechanism that regulates the transcript isoforms and generates protein diversity in the cell (Su et al., 2018). We found an up-regulation of *Srsf1* (serine and arginine rich splicing factor 1), *Srsf2* (serine and arginine rich splicing factor 2), *Srsf3* (serine and arginine rich splicing factor 3), *hnRNP* U (heterogeneous nuclear ribonucleoprotein U), *hnRNPa1* (heterogeneous nuclear ribonucleoprotein A1), and *Rbfox1* (RNA binding fox-1 homolog 1) that suggest a greater regulatory mechanism for mRNA isoforms. This study is consistent with previous findings that protein synthesis is increased in the granular neurons of DG and sheds light that splicing factors are enhanced in DG, however future studies are still needed to detect splicing events in the hippocampal subfields.

The transcriptome data generated in the present study uncover the functional profiles and potential molecular mechanisms that underlie the distinction in CA1, CA2, CA3, and DG of rat hippocampal subfields. The gene ontologies enriched in this dataset reveal multiple biological processes such as actin regulation genes and AMPA receptors for CA1; several metabolic processes for CA2 and CA3 transcripts, and ribosome/spliceosome for DG. Many biological processes found enriched in the present dataset have been previously associated with specific characteristics of each hippocampal subfield, however here we present an extensive list of molecular components for each of these processes. Furthermore, the RNA-Seq approach allowed us to measure precisely the expression levels of transcripts from a large set of genes, revealing unique expressed genes for each subfield, contributing to a number of novel potential markers. The present findings contribute to a deeper understanding of the differences in the molecular machinery expressed by the rat hippocampal neuronal populations, further exploring underlying mechanisms responsible for each subflied specific functions.

## Conflict of Interest

The authors declare they have no conflicts of interest.

## Data Availability

The data that support the findings of this study are openly available in the NCBI GEO Datasets (GSE179101).

# Supplementary material for: The transcriptome of rat hippocampal subfields
**Source:** IBRO Neurosci Rep. 2022 Oct 3;13:322–9. doi: 10.1016/j.ibneur.2022.09.009
**Supplement:** Supplementary file 1 — Supplementary material

**Supplementary Information**

**Figure S1 - Nissl-stained sections used for laser microdissection. (A)** Section from dorsal and ventral rat hippocampus. **(B)** Same section from dorsal and ventral rat hippocampus after microdissection.

**Figure S2 - Principal component analysis (PCA) of rat and mouse data (A)** PCA from this paper dataset. **(B)** PCA from Cembrowski data (GSE74985) following the normalization pipeline described in this paper.

**Figure S3 - Bar plot of significant KEGG pathways terms from cross-validated mice data (A)** A bar plot of top enriched KEGG pathways of abundant CA1 genes (CA1vsCA2). **(B)** A bar plot of top enriched KEGG pathways of abundant CA3 genes (CA1vsCA3). **(D)** A bar plot of top enriched KEGG pathways of abundant DG genes (CA1vsDG). **(E)** A bar plot of top enriched KEGG pathways of abundant DG genes (CA2vsDG). **(F)** A bar plot of top enriched KEGG pathways of abundant DG genes (CA3vsDG).

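Other genes drawn in Figure S4 were analysed in the rat libraries where Supplementary Table 2 gives their identifier. For CA1, Htr5b (ENSRNOG00000002549) had 53.2 ± 4.87 CPM in CA1 (SD, n = 4) and 11.8 ± 4.60 CPM in CA2 (SD, n = 3), and its log2 fold change over CA2 fell from 2.08 to 1.87 without CA2 replicate 1. In CA3 its mean was 2.68 CPM, and 1.37 CPM without CA3 replicate 2. Cdh6 (ENSRNOG00000013535) had 17.1 ± 1.75 CPM in CA1 (SD, n = 4), and its lowest log2 fold change was 2.24, over CA2 (standard error 0.24). For CA2, Ccdc3 (ENSRNOG00000017933) had 3.96 ± 1.27 CPM and Fam72a (ENSRNOG00000042747) had 3.18 ± 0.206 CPM in CA2 (SD, n = 3), both with fewer than 50 counts in any library. Their lowest log2 fold changes were 2.52, over CA3, and 2.89, over CA1. For CA3, Gjd2 (ENSRNOG00000008337) had 23.8 ± 2.93 CPM in CA3 (SD, n = 4) and a log2 fold change of 2.73 over CA2 (standard error 0.21). Cyp26b1 (ENSRNOG00000015076) had 5.63 ± 1.51 CPM in CA3 (SD, n = 4) and a log2 fold change of 2.20 over CA2 (standard error 0.34). With all libraries thinned to equal depth, a setting chosen after the data were seen, its lowest log2 fold change was 1.88. Vgll3 (ENSRNOG00000028774) had 16.1 ± 3.17 CPM in CA3 (SD, n = 4) and was at least 22.9-fold higher than in CA2. Fermt1 (ENSRNOG00000021274) had 2.78 ± 1.38 CPM in CA3 (SD, n = 4), and no library of the other subfields held more than 3 counts (in CA1 only replicate 2 held any, 2 counts), so that it was at least 2.99-fold higher than in CA1, 3.95-fold higher than in CA2 and 5.07-fold higher than in DG.

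For DG, Pdyn (ENSRNOG00000026036) had 186 ± 30.8 CPM in DG (SD, n = 3) and 10.5 ± 1.18 CPM in CA1 (SD, n = 4), a log2 fold change of 4.12 (standard error 0.26). Its mean in CA3 was 2.26 CPM, and 1.06 CPM without CA3 replicate 4. Grm2 (ENSRNOG00000013171) had 30.7 ± 0.185 CPM in DG (SD, n = 3), and its lowest log2 fold change was 3.78, over CA1 (standard error 0.30). Kcna3 (ENSRNOG00000062002) had 29.5 ± 1.22 CPM in DG (SD, n = 3), and its lowest log2 fold change was 2.72, over CA3 (standard error 0.18). Together with the genes named in the text, 63 comparisons of 21 genes with the other subfields were made, and each had an adjusted p under 0.05, the largest being 0.000419 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After the repeated libraries were summed, the largest was 0.00166. All 21 genes are in Supplementary Table 2, which the authors selected from these same libraries for such differences. These numbers are therefore not a test of the differences.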

**Figure S4 - Examples of rat and mouse similar possible markers (A)** Plotcounts of CA1 possible markers. **(B)** Plotcounts of CA2 possible markers. **(C)** Plotcounts of CA3 possible markers. **(D)** Plotcounts of DG possible markers. For a complete list of rat and mouse similar possible markers refer to Supplementary Tables 8.

**Supplementary table 1** – List of rat genes differentially expressed in all subfield comparisons.

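The rule of Supplementary Table 2, a log2 fold change above 2 in one subfield against each of the others, was applied to the edgeR fit and compared with the list. The paper's list holds 34 genes for CA1, 14 for CA2, 14 for CA3 and 226 for DG. The edgeR fit called 32, 14, 14 and 218 of these, and the genes it missed were Galr1 and Crabp1 for CA1 and 8 genes for DG. In 9 of the 10, the lowest log2 fold change was between 1.95 and 2.00, just below the limit. The other was Unc13c (ENSRNOG00000056612), for which the log2 fold change of DG over CA3 was 0.70 (adjusted p = 0.0355 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the authors' deposited table of CA3vsDG, Unc13c has a log2 fold change of -0.70 and an adjusted p of 0.156. By the same rule at an adjusted p under 0.05, the authors' deposited tables give 243 DG marker genes (DESeq2, Benjamini-Hochberg), 225 of them in the list. With CA2vsDG at 0.005 they give 225, all in the list, so the paper's DG list may rest on a stricter limit than the edgeR fit.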

**Supplementary table 2** – List of possible marker genes with four times more expression (>2 log2FoldChange) in only one rat subfield.

**Supplementary table 3** – List of KEGG pathways significantly enriched based on all, solemnly log2FoldChange > 0 or solemnly log2FoldChange < 0 genes in CA1, CA2, CA3, and DG subfields.

**Supplementary table 4** – List of KEGG pathways significantly enriched based on all, solemnly log2FoldChange > 0 or solemnly log2FoldChange < 0 genes in CA1, CA2, CA3, and DG subfields.

**Supplementary table 5** - List of mice genes differentially expressed in all subfield comparisons.

**Supplementary table 6** - List of common orthologous genes differentially expressed in all subfield comparisons (Rat vs Mouse)
**Supplementary table 7** - List of common KEGG pathways (Rat vs Mouse).

**Supplementary table 8** - List of rat and mouse similar possible markers

# Supplementary material for: The transcriptome of rat hippocampal subfields
**Source:** IBRO Neurosci Rep. 2022 Oct 3;13:322–9. doi: 10.1016/j.ibneur.2022.09.009

**A** KEGG pathways (Mice – CA1vsCA2)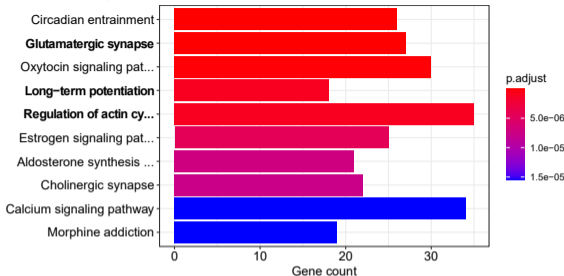**B** KEGG pathways (Mice – CA1vsCA3)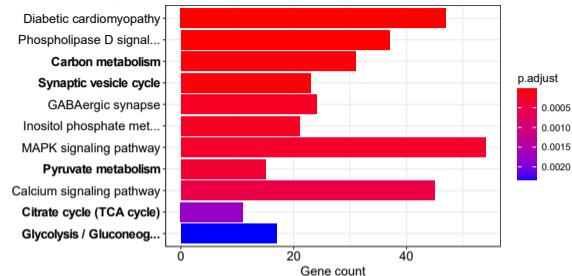**C** KEGG pathways (Mice – CA1vsDG)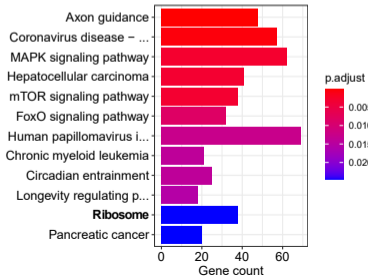**D** KEGG pathways (Mice – CA2vsDG)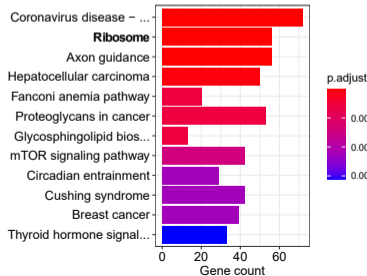**E** KEGG pathways (Mice – CA3vsDG)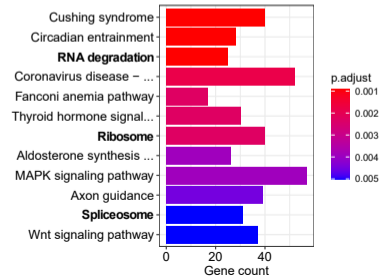

**Supplement:** Supplementary file 8 — Supplementary material

# Supplementary material for: The transcriptome of rat hippocampal subfields
**Source:** IBRO Neurosci Rep. 2022 Oct 3;13:322–9. doi: 10.1016/j.ibneur.2022.09.009

### CA1 similar markers (total found = 10)

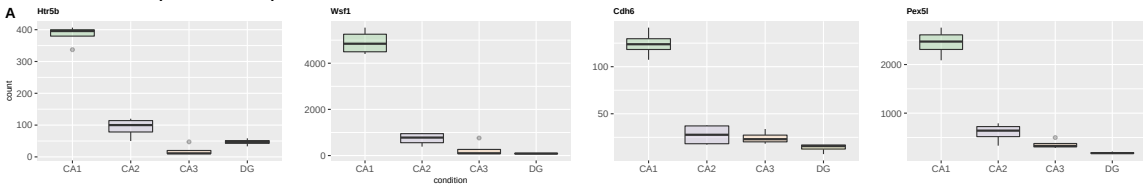

### CA2 similar markers (total found = 4)

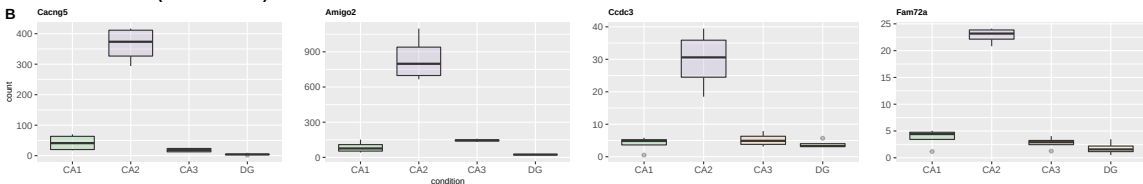

### CA3 similar markers (total found = 4)

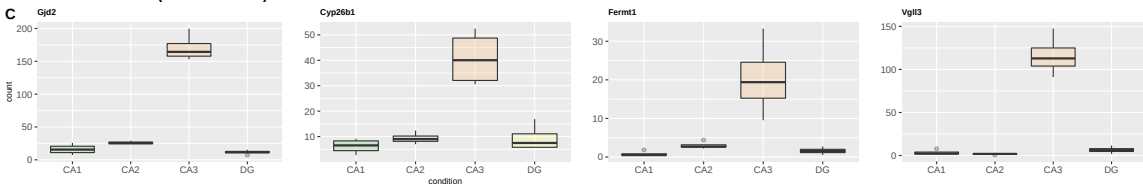

### DG similar markers (total found = 46)

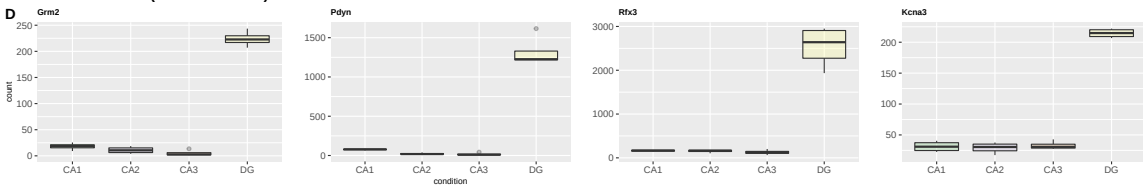

**Supplement:** Supplementary file 9 — Supplementary material

How the deposited data were processed for this re-analysis (not part of the article)

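The RNA of 4 hippocampal subfields (CA1, CA2, CA3 and DG) of 4 male Wistar rats was sequenced by the authors, with 1 library per subfield and rat. The authors aligned the reads with STAR to the rat genome Rnor6 and deposited the count of reads on each Ensembl gene in each library, without normalization. The log2 fold changes in the deposited table of each comparison were made by the authors with DESeq2, as the first subfield over the second. The p-values and adjusted p-values in those tables were made by the authors with DESeq2's Wald test and Benjamini-Hochberg adjustment. The authors' tables were used for comparison only, and every value not marked as the authors' or the paper's was computed from the counts.

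All 16 columns of counts were matched to a subfield and a replicate number by their names. The lowest library total was 3216512 counts and the highest 11933279, a ratio of 3.71, so that low-abundance genes are measured with less precision in the smaller libraries. A group whose libraries all hold 3 counts or fewer was taken as at the limit that a count of 0 allows, and a fold against it is given as a lower bound.

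Genes with more than 10 counts summed over the libraries were tested with edgeR 4.0.16 (limma 3.58.1) in R 4.3.3. The fit had 1 coefficient per subfield, TMM normalization and quasi-likelihood F-tests for the 6 comparisons, and its common dispersion was 0.01697. DEGs have a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are TMM-normalized, and their means ± SD take each repeated pair of libraries as 1 replicate. Marker genes have a log2 fold change above 2 and an adjusted p under 0.05 against each of the other 3 subfields. The principal component analysis used the log2 CPM of the 500 most variable genes with a prior count of 2, and distances were taken on PC1 and PC2 between means over all libraries of a subfield, the repeated ones counted separately. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

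The genes named include those that the paper's text, Fig. 1 or Fig. S4 names. Genes of Supplementary Table 2 that did not pass its rule are named too. The others are, for each comparison, the gene with the smallest p in each direction. Of the latter, those of CA1vsCA2 and the one higher in CA2 than in CA3 have no symbol and are not named, to keep such identifiers few. Some genes that the paper names are not reported here. Of the other 72 symbols, 21 are paired with an identifier in Supplementary Table 2, which is where the symbols were taken from, and the others were not analysed here. The tests of gene sets planned for ribosomal proteins, splicing factors, oxidative phosphorylation, glycolysis, gluconeogenesis, lipid catabolism, synaptic vesicles and actin were not run for the same reason. The enrichment analyses and the mouse libraries were not analysed here.

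The alternatives chosen before the data were examined were DESeq2 1.42.0, median-of-ratios size factors, no filter on low counts, edgeR's filterByExpr, the replicate number as a replicate block, fits to the 8 libraries of each comparison alone, leaving out each library in turn, marker genes whose libraries are all above all others, and the principal component analysis with all genes, with DESeq2's variance-stabilizing transformation and with the replicate block removed. The paired fit with the replicate block was run for each comparison, and its common dispersion was 0.008864. It takes the replicate number as the rat and keeps both columns of each repeated pair, so 1 CA2 and 1 DG column may stand in the block of another rat. The rat of a repeated pair cannot be told from the counts, and no block fit with the pairs summed was run. Summing the repeated libraries and thinning all libraries to the lowest total were added after the data were seen. Leaving out 1 library of a repeated pair keeps its repeat in the fit, so no such fit leaves out that CA2 or DG sample.

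The procedure was tested on simulated counts with 200 changed genes among 16932. The edgeR fit recovered 199 of them with 14 wrong calls, the fit with the replicate block 198 with 14, and DESeq2 199 with 15. The marker rule found 50 of 50 genes raised 16-fold in 1 simulated subfield. The 50 genes raised 4-fold, which is at the limit of that rule, had a median log2 fold change of 1.99 in edgeR, and how many of them the rule found was not counted. In the comparison without changed genes none of these tools made a call. A simulated library divided into 2 columns had a chi-square per degree of freedom of 1.02, and a pair of libraries with the fitted spread 12.7. The estimate of tissue from another subfield read a mixture of 5% as 5.42%. After first results were seen, 3 parts of the procedure were changed: the simulation of comparisons that share libraries was corrected, the estimate of mixed tissue was set against the median of the other libraries of the subfield, and the limits for calling a pair of libraries repeated were fixed.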

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

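The tests on mixed tissue given here were chosen after the results were seen. In the groups of 4 libraries, the CPM of each named gene was searched for a library whose gap to the nearest other one exceeds the 95% critical value of Dixon's test for 4 values. The library totals, the number of genes with a count, the TMM factor, the share of the most abundant gene, PC1 and PC2 were searched likewise. Such a library was found in 5 of 54 groups, where chance alone gives about 2.7, and all 5 are of the CPM of a gene.

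In CA3, replicate 2 stood apart in 2 genes that the paper names for CA1. It had 107 CPM of Wfs1, where the other CA3 libraries had between 8.67 and 13.8. It also had 6.58 CPM of Htr5b, against 1.17 to 1.49 CPM. Over 13 genes chosen without this library as higher in CA1, the median share of CA1 signal in it was 9.91% (quartiles 7.61% and 12.7%), and 100% of these genes were raised. Without the 2 genes above, 11 genes gave 9.66%. CA3 replicates 1 and 3 gave -0.245% and -0.178%. A lower share of CA3 cells would raise the genes of DG as well, and 70.9% of 55 such genes were raised in this library. Their median share was 1.04% (quartiles -0.146% and 2.59%), where CA3 replicates 1 and 3 had -1.60% and -1.21%. As this lies below the share of CA1 genes by more than the quartiles, a lower share of CA3 cells does not by itself account for the CA1 genes, and a smaller contribution stays open. CA1 tissue in the sample is a candidate explanation. Reads of a CA1 library assigned to this one in sequencing would look the same and were not tested, and neither was a difference between the rats.

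CA3 replicate 4 stood apart in Pdyn, a gene higher in DG, with 5.85 CPM, where the other CA3 libraries had between 0.636 and 1.30. The share of DG signal in it was 3.65% over 54 genes chosen without it (quartiles 2.17% and 5.47%), of which 92.6% were raised, and 3.77% over 53 genes without Pdyn. Its share of CA1 signal was -0.00870% over 12 genes, which argues against a lower share of CA3 cells. DG tissue in the sample is a candidate explanation. Reads of a DG library assigned to this one in sequencing would look the same and were not tested. A difference between the rats was not tested either.

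The other 2 groups are of CA1. Replicate 4 had 45.9 CPM of Htr5b, where the others had between 54.95 and 56.5, and it is the library with the lowest total. Replicate 2 had 0.185 CPM of Fermt1, where the others had 0, which rests on 2 counts. No explanation was tested for these values, and 5 groups against 2.7 expected leave room for chance in single ones.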

How the results depend on the processing

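The settings with the repeated libraries summed and with all libraries thinned to equal depth were chosen after the data were seen. The tests of gene sets were not run, and neither were their settings. Of 144 refits of the numbers of DEGs, 143 stayed within 1.5 times the number with 16 libraries. The exception was the replicate block, with 2615 DEGs for CA2vsCA3 in place of 1737. The same paired fit moved the genes shared by the pyramidal comparisons from 531 to 863, the only one of 48 refits of the overlaps to move by as much. Its common dispersion was lower, and whether that is the cause was not tested. It also counts each repeated pair as 2 rats, so these 2 values may be affected by columns in the wrong block.

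Leaving out 1 library gave from 2212 to 2948 DEGs for CA1vsCA2, from 3946 to 4746 for CA1vsCA3, from 1347 to 1828 for CA2vsCA3, from 4978 to 5844 for CA1vsDG, from 6107 to 7055 for CA2vsDG and from 6763 to 7696 for CA3vsDG. Leaving out 1 library of a repeated pair kept its repeat, so these ranges do not leave out that CA2 or DG sample. With the pairs summed, CA2vsCA3 had 1313 DEGs and CA2vsDG 6077, below these ranges. The share of DEGs higher in the first subfield moved by at most 2.57 percentage points with median-of-ratios size factors and 4.68 without a filter.

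Of 100 refits of the numbers of marker genes, 5 moved by more than 1.5 times. DESeq2 gave 32 marker genes for CA1 in place of 51 and 16 for CA3 in place of 26. With filterByExpr, which tests 13254 genes in place of 17174, they were 29 for CA1, 12 for CA2 in place of 20, and 13 for CA3. As many marker genes have few counts, the depth limits these numbers. For DESeq2 the cause was not tested.

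The 21 named genes kept an adjusted p under 0.05 in each of 503 refits (edgeR quasi-likelihood test or DESeq2, Benjamini-Hochberg), with 0.00427 the largest. The authors selected these genes from the same libraries, so the refits show how stable the values are and do not test the differences. In 13 refits of 4 genes, Ntf3, Pex5l, Htr5b and Cyp26b1, the lowest log2 fold change was at or under 2. Of 60 refits of the variances of PC1 and PC2 and of a distance between subfields, 20 were counted as moved. The share of variance on a component has no replicate SD, so for the variances this count gives no comparison with replicate spread.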

Differences from the paper's values

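The rule of Supplementary Table 2 gave 26 marker genes for CA3, where the paper's list holds 14. Among the alternatives chosen before the data were examined, DESeq2 gave 16 and filterByExpr 13, which are within 1.5 times the paper's number. Median-of-ratios size factors, no filter on low counts, the replicate block, the pairwise fits, separated libraries and leaving out each library did not close the gap. Thinning to equal depth, chosen after seeing the values, gave 21.

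The paper's 253341913 read pairs, with a mean of 15.7 M per sample (M, mega), stand against 123433026 counts on genes, with a mean of 7.71 M per library. These are different quantities, and no alternative changes them.

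The paper ranks CA1vsDG above CA2vsDG in the number of DEGs. Here CA2vsDG had 6903 and CA1vsDG 5656, and CA2vsDG was the larger in 25 of 25 settings. It was also the larger in the authors' deposited tables at an adjusted p under 0.05 (DESeq2, Benjamini-Hochberg), with 6643 against 5361. The paper places the greatest distance of the principal component analysis between CA3 and DG on both axes. Here CA1 and DG were farthest apart in 20 of 21 settings, at 73.7, where CA3 and DG were 66.8 apart. With all genes, CA3 and DG were farthest apart, at 111.7. On PC2, CA1 and CA3 were farthest apart in 21 of 21 settings.

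Of the genes in Supplementary Table 2, 10 did not pass its rule with edgeR. Their lowest log2 fold changes were 1.999 for Galr1, 1.98 for Crabp1, 1.98 for Ccdc33, 1.96 for Sox15, 1.99 for Zcchc12, 1.998 for Vwa5b1, 1.98 for Ntf3, 1.98 for Drd1, 1.95 for Pkd1l3 and 0.70 for Unc13c. DESeq2 called each of them but Unc13c, which no setting called. Median-of-ratios size factors called Ccdc33, Drd1, Galr1, Ntf3, Vwa5b1 and Zcchc12. No filter on low counts called Ccdc33, Drd1, Ntf3, Sox15, Vwa5b1 and Zcchc12. The replicate block called Ccdc33, Crabp1 and Pkd1l3, the pairwise fits Drd1, Ntf3 and Vwa5b1, and filterByExpr Galr1 and Vwa5b1. Summing the repeated libraries, chosen after seeing the values, called Ccdc33, Galr1, Ntf3, Pkd1l3, Vwa5b1 and Zcchc12, and thinning to equal depth, chosen likewise, called Ccdc33, Galr1 and Ntf3. Of the 16 fits that each left out 1 library, 11 called Ntf3, 10 Vwa5b1, 8 Ccdc33, 7 Galr1, 6 Drd1, 6 Zcchc12, 4 Sox15, 3 Crabp1 and 3 Pkd1l3.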

Other observations

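The tests of repeated libraries, of the limit in CA2vsDG and of CA2 as a mixture were chosen after the results were seen. The splits of the libraries and the test of the most abundant genes were not.

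In each of the 6 comparisons, only 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many DEGs, with the other 8 libraries kept in the fit. The largest number in another split was 240 for CA2vsCA3, 4 for CA1vsCA3 and 0 for the others. At an unadjusted p under 0.05, the other splits gave from 287 to 2352 genes for CA1vsCA2, from 329 to 2939 for CA1vsCA3, from 250 to 3342 for CA2vsCA3, from 205 to 3225 for CA1vsDG, from 128 to 3391 for CA2vsDG and from 151 to 3832 for CA3vsDG. The real splits gave 4799, 6262, 3624, 7080, 8129 and 8584 in the same order, so that CA2vsCA3 was the closest to another split. Every other split mixes the subfields within a group, which raises the spread between its libraries and lowers the number of DEGs. The test therefore has no unmixed split to set against the real one. Taking the replicate number as the rat, which the repeated libraries make uncertain in CA2 and DG, the real split was also compared with the 7 other splits that part all 4 pairs, and the largest number of DEGs among these was 0 in each comparison. Of 60 regroupings of the 16 libraries, 1, the real one, gave as many genes shared by the DG comparisons, shared by the pyramidal comparisons, and as many marker genes of CA1, CA3 and DG. For CA2 it was 2 of 60, since in the other all 4 DG libraries carried the CA2 label, which gave 286 marker genes. The other regroupings gave 0, since they too mix the subfields. At an unadjusted p under 0.05 they gave from 5 to 1044 genes shared by the DG comparisons and at most 469 shared by the pyramidal ones, where the real grouping gave 4675 and 1107. Marker genes at that limit were at most 24 for CA1, 14 for CA3 and 36 for DG, where the real grouping gave 74, 37 and 265, and at most 303 for CA2, in the regrouping with the DG libraries, where the real one gave 23.

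CA2 replicates 2 and 4 had a chi-square per degree of freedom of 0.999 between them, and DG replicates 2 and 4 had 1.04. Low depth does not account for this, since the other pairs thinned to the same totals gave at least 4.42 in CA2 and 6.28 in DG. One library counted in 2 columns is a candidate explanation for each pair. No biological explanation was tested. Which rat these libraries come from cannot be told apart: their deviations from the subfield mean followed replicate 4 more than replicate 2 in 4 of 4 comparisons with CA1 and CA3 across genes (0.326 and 0.533 against 0.000143 and 0.332 for CA2, 0.336 and 0.231 against 0.0766 and -0.115 for DG), but outside the repeated libraries, those of different rats reached correlations of up to 0.471, above 3 of these 4 values. There, CA1 and CA3 are the only subfields that can be compared for replicates 2 and 4, and had 0.220 and 0.292. Replicate 1 had between 0.616 and 0.686 over its pairs of subfields, above every pair of different rats. Replicate 3 had between -0.0866 and 0.373. Genes are not independent replicates in these correlations.

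CA3 replicate 3 lay farthest from the other CA3 libraries, with a chi-square per degree of freedom of 18.6 to 47.2. Without the 10 most abundant genes its largest value was 12.1, and that of the other pairs was also 12.1. Its most abundant gene took 26.3% of the counts, against 15.9% to 20.9% in the others. A few abundant genes are a candidate explanation, and no biological one was tested.

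The paper's number of CA2vsDG DEGs is 4815, and the authors' deposited table holds 6643 genes with an adjusted p under 0.05 (DESeq2, Benjamini-Hochberg). At 0.005 that table gives 4815, and the genes then shared by the DG comparisons are 3193, which is the paper's number. With that limit the authors' deposited tables also give 225 DG marker genes, all in Supplementary Table 2, where 0.05 gives 243. A limit of 0.005 in this comparison is a candidate explanation.

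CA2 lay between CA1 and CA3 on PC2, and a mixture of CA1 and CA3 tissue would do so too. Of 821 genes called in both comparisons of CA2, 451 lay outside the range of CA1 and CA3, 297 above it and 154 below it, which argues against a mixture as the whole cause. The other 370 lay between. No other explanation was tested.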
